# Canine hyper-sociability structural variants associated with altered three-dimensional chromatin state

**DOI:** 10.1186/s12864-024-10614-6

**Published:** 2024-08-07

**Authors:** Dhriti Tandon, Enikő Kubinyi, Sára Sándor, Hannah Faughnan, Ádám Miklósi, Bridgett M. vonHoldt

**Keywords:** Chromatin, Hyper-sociability, Domestication, Transposable elements

## Abstract

Strong selection on complex traits can lead to skewed trait means and reduced trait variability in populations. An example of this phenomenon can be evidenced in allele frequency changes and skewed trait distributions driven by persistent human-directed selective pressures in domesticated species. Dog domestication is linked to several genomic variants; however, the functional impacts of these variants may not always be straightforward when found in non-coding regions of the genome. Four polymorphic transposable elements (TE) found within non-coding sites along a 5 Mb region on canine CFA6 have evolved due to directional selection associated with heightened human-directed hyper-sociability in domesticated dogs. We found that the polymorphic TE in intron 17 of the canine *GTF2I* gene, which was previously reported to be negatively correlated with canid human-directed hyper-sociability, is associated with altered chromatin looping and hence distinct *cis*-regulatory landscapes. We reported supporting evidence of an *E2F1*-DNA binding peak concordant with the altered loop and higher expression of *GTF2I* exon 18, indicative of alternative splicing. Globally, we discovered differences in pathways regulating the extra-cellular matrix with respect to TE copy number. Overall, we reported evidence suggesting an intriguing molecular convergence between the emergence of hypersocial behaviors in dogs and the same genes that, when hemizygous, produce human Williams Beuren Syndrome characterized by cranio-facial defects and heightened social behaviors. Our results additionally emphasize the often-overlooked potential role of chromatin architecture in social evolution.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10614-6.

## Background

Social behavior is a quantitative complex trait defined through numerous biological, life history, developmental, and cognitive profiles. While candidate loci methods have identified genes encoding hormones, sensory receptors, or neurotransmitters that shape behaviors [1, 2], pleiotropy and polygenic infrastructure reduce the clarity of these primary structural findings [3]. The addition of multi-*omic* data to candidate loci findings has now uncovered large-effect variants that act as master regulatory loci shaping behavior, by rapidly innovating pleiotropic effects on transcription, chromatin conformations, and the underlying biological pathways [4–6]. More recently, genomic architecture has been implicated in the evolution of social behavior due to mechanisms of tightly linked supergene complexes [7, 8], copy number of structural variants (SVs) [9, 10] and, to a lesser extent, transposable elements (TEs) [11, 12]. TEs have the propensity to alter cis- regulation via coordinated genetic and epigenetic mechanisms. Such elements are targeted by the genome surveillance machinery for TE inactivation through various mechanisms, including DNA methylation and histone modifications [13, 14], with the epigenetically silenced TEs exerting cis-regulatory impacts on proximal (i.e., within 100 nucleotides) transcriptionally active sequences [15, 16]. TEs also harbor binding sites for transcription factors and regulatory proteins that impact higher order three-dimensional (3D) chromatin structure [17], making them strong candidates for drivers of phenotypic change and even social evolution.

Species domestication results from the rapid and significant phenotypic evolution in response to novel human-directed selective pressures, exemplified in the Farm-fox experiment where behavioral and morphologic evolution was documented [18]. Dogs were the first domesticated species [19], where strong artificial selection maintains strict impermeable boundaries between dog breeds and has removed a significant amount of intra-breed genomic and phenotypic variation, enhancing the efficiency of mapping and evolutionary studies [20, 21]. Among the several well-known morphological and behavioral changes that occurred during the domestication of gray wolves to dogs [22–24], human-directed sociability is one of the prominent phenotypes suspected to have been selected during domestication [25].

Dogs exhibit a magnified social interest towards humans, referred to as hyper-sociability [26, 27]. Through strong directed selection, this social phenotype has provided feedback to the underlying molecular infrastructure, evidenced by moderate estimates of heritability (h^2^, social interactions towards humans = 0.23) with notable differences across breeds (h^2^, willingness to make contact with humans: German shepherds = 0.38, Rottweilers = 0.03) [28]. Part of the supportive molecular infrastructure includes four previously mapped large-effect polymorphic retro-transposable elemental (TE) sequences, found on canine chromosome CFA6 with copy number of the derived allele positively correlated with human-directed hyper-sociability [27]. The derived alleles are located within or proximal to three genes: two TE insertions in intron 1 of Williams-Beuren Syndrome Chromosome Region 17 (*WBSCR17*), the lack of an insertion in intron 17 of the General Transcription Factor 2-I (*GTF2I*), and one insertion in intron 5 of *POM121* Transmembrane Nucleoporin (*POM121*) [27].

Here, we quantify the functional impacts of the TE sequence polymorphism, specifically the presence of a tRNA-based *S*hort-*I*nterspersed *N*ucleotide *E*lement in intron 17 of canine *GTF2I* [27] that encodes a multi-functional and ubiquitously expressed transcription factor 2-I (TFII-I) protein [6]. Within dogs, vonHoldt et al. (2017) [27] reported that the allele containing the TE insertion in gene *GTF2I* was the minor allele (*f* = 0.31 or 5/16 dogs). Concordant with the neural crest cell hypothesis [29], *GTF2I* is a plausible master regulator for domestication-driven morphological and behavioral phenotypes due to its involvement in neural tube closure and neural crest cell migrations [30]. Throughout embryogenesis, *GTF2I* is necessary for neuronal development [30] and is later central in regulating synaptic plasticity and biochemical pathways for anxiety and sociability [6, 31]. Perhaps more striking is that artificially constructed hemizygous knockouts of *GTF2I* are associated with heightened sociability in murine systems [32] and a large-scale naturally occurring hemizygous deletion on human chromosome 7, which includes *GTF2I*, causes Williams Beuren Syndrome (WS) [33], a neurodevelopmental disorder that is characterized by cranio-facial defects and extremely high levels of social behaviors [34, 35].

Although the TE found within *GTF2I*’s intron is strongly associated with the evolution of hyper-sociability in domestic dogs, the proximate mechanisms are currently undescribed. This is especially compounded by the fact that the high-effect TE is located within a non-coding region, 700 nucleotides from the nearest exon, and is relatively small (only 187 bp) as compared to most high-impact structural variants located in intronic and intergenic regions [27]. 

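The TE lies on CFA6 from 5753797 to 5753983 in the CanFam3.1 build. Measured against the exons of *GTF2I* in Table S3, which are numbered by rising coordinate, the TE sits between exon 18, from 5752803 to 5752987, and exon 19, from 5760177 to 5760249. It begins 809 bases above the end of exon 18 and ends 6193 bases below the start of exon 19. The intron between these exons is 7189 bp long.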

With past evidence for associative altered *cis*- regulation in canine blood [36], we hypothesize that the copy number of this intronic TE shifts the 3D chromatin state and the *cis*- regulatory landscape, which further impacts downstream transcriptional activities. We investigated chromatin architecture and gene expression differences associated with *GTF2I*’s intronic TE in dog brainstems, a tissue relevant to social behaviors as it contains neuronal projections for glutamatergic, serotonergic and dopaminergic neurons [37]. We found that the polymorphic TE located in intron 17 of *GTF2I* is associated with altered chromatin looping with its own intron 1 and putative alternative splicing of this gene. At a more global level, we find differences in pathways related to the extra-cellular matrix associated with the ancestral and derived forms of this gene.

## Results

### Ancestral TE insertion associated with higher expression of GTF2I exon 18

We collected data from brainstem tissue (pons) of six male dogs (12–16 years old) from three genomic dimensions: targeted chromatin conformation capture sequencing (*Capture C*) at the polymorphic TE site, *E2F1* and *H3K27ac* chromatin immunoprecipitation sequencing (*ChIP-seq*), and RNA sequencing (*RNA-Seq*). 

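The values given here for the *ChIP-seq* dimension come from the peak lists of the 6 dogs, with 1 *E2F1* and 1 *H3K27ac* list per dog. Of these dogs, 3 carried the TE insertion on 1 allele and are called ancestral, and 3 lacked it and are called derived. *E2F1* is a transcription factor, and *H3K27ac* is a histone acetylation mark of active chromatin. The authors removed duplicate reads with unique molecular identifiers, aligned the reads to CanFam3.1 with bowtie and called peaks in each dog separately with macs2, as narrow peaks for *E2F1* and broad peaks for *H3K27ac*. Each list gives the position, fold enrichment and q value of its peaks, so a dog without a peak at a locus has no value there. Fold enrichment and q are the authors' values and were used only to describe, rank or filter peaks within 1 list. Between dogs, the presence, number, covered length and overlap of peaks were compared. Table S8 of the paper reports the depth, in unique read pairs. For *E2F1* these numbered 9663083, 10422165 and 8858446 in ancestral dogs 1 to 3, and 14555258, 16383452 and 8066322 in derived dogs 1 to 3. For *H3K27ac* they numbered 27201745, 30310806 and 33236586 in the ancestral dogs, and 30512655, 34334861 and 25349234 in the derived dogs. Peaks were kept at the thresholds of the Supplementary Methods, a q value below 0.0005 for *E2F1* and below 0.05 for *H3K27ac*. Exact two-sided permutation tests of 3 dogs against 3 use 20 assignments and cannot give a p below 0.1.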

Three of the six dogs were heterozygous for the ancestral allele, which contains the TE insertion, while the other three dogs were homozygous for the derived allele that lacked a TE insertion [27] (Table S1). To reduce the likelihood of false positives, we only considered 3D contacts with a concordant differential *ChIP* peak signal as biologically meaningful. We found that the TE sequence itself was enriched for binding motifs for the transcription factor *E2F1* and its co-factors (see Supplementary Text). In humans, *E2F1* has binding sites at genes within 1 Mb upstream and downstream (i.e. in *cis*- conformations) of *GTF2I* (see Supplementary Text). Samples that carried at least one copy of the ancestral allele exhibited unique 3D contacts, which we quantified from the contact frequency at each site relative to the surrounding background [38], with three regions on CFA6: intron 1 of *GTF2IRD2* at 5.65–5.67 Mb, intron 1 of *GTF2I* at 5.82–5.84 Mb, and upstream of *GTF2I* spanning 5.85–5.87 Mb (log *q* < -10) (Fig. 1A; Table S2). When samples carried the derived allele lacking the TE, we discovered unique contacts with a novel CFA6 bin at 5.73–5.75 Mb (log *q* < -10) (Fig. 1B; Table S2). We conducted a negative binomial Wald Test in the R package *DiffBind*, to investigate differences in *ChIP* peak enrichment between samples as a function of mean signal quantified by normalized read counts in each peak bin [39]. Hence, *ChIP* peaks with significant differences, hereafter referred to as “differentially enriched peaks”, are those whose signal strength differs more between samples with different genotypes than among samples with the same genotype [39]. We found significant differences in the *ChIP* peak signal for *E2F1* at CFA6:5,822,073–5,822,473 within intron 1 of *GTF2I* (log_2_ Fold Change _[Derived/Ancestral]_ = -3.12; *p* = 6.73 × 10^–4^; *p*_*adj*_ = 0.03), which is located within the TE containing contact site at 5.82–5.84 Mb (Figs. 1A,C). 

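At this site of 401 bp, an *E2F1* peak was called in 2 of 3 ancestral dogs and in 0 of 3 derived dogs (Fisher's exact test, two-sided, p = 0.4; the smallest p that 3 dogs against 3 allow is 0.1). Ancestral dog 1 had a peak from 5822026 to 5822325, with a fold enrichment of 6.49 and a −log10 q of 6.40, above 83.2% of the peaks in its list. Ancestral dog 3 had a peak from 5822156 to 5822499, with a fold enrichment of 6.73 and a −log10 q of 7.07, above 76.2% of its list. In ancestral dog 2 the nearest *E2F1* peak was 16458 bases away. The nearest peaks of the derived dogs were 42273, 2628 and 63772 bases away in dogs 1, 2 and 3. Lowering the threshold to all peaks in the lists added no dog, and a q value below 1e-10 removed both peaks. *H3K27ac* broad peaks covered the whole site in all 6 dogs, from 2026 to 2213 bp wide. The site begins 10107 bases above the highest *GTF2I* exon of Table S3 and 68089 bases above the TE. The paper places the site in intron 1, so an exon of the gene above it is missing from that list. The differential signal in the paper comes from normalized reads in *DiffBind*, which the peak lists do not hold. *DiffBind* tested regions with a peak in at least 2 of the 3 dogs of a genotype. The peaks in 2 ancestral dogs are thus not independent of the paper's result. From the *Capture C* contact of the TE with this bin, found in ancestral and not in derived samples, and the concordant difference in *E2F1* signal, the paper concludes that the TE alters looping with intron 1 of *GTF2I*, and it proposes that *E2F1* binding at intron 1 facilitates the loop.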

We analyzed exon expression of the six tissues which were controlled for age and sex, to account for any differences that are developmental-stage dependent expression patterns for *GTF2I* isoforms [40, 41] (see Supplementary Text). We used an R package *JunctionSeq* to conduct a likelihood ratio test to determine the effects of TE genotypic state on exon or splice junction expression [42]. We quantified exon expression using reads mapped within the exonic bins and splice junction expression using reads mapped across two exons [43], such that these reads visually mimic a discordant alignment similar to a deletion representing the spliced-out intron. We found higher usage of exon 18 (log2 Fold Change_[Derived/Ancestral]_ = -0.528, *p* = 0.001, *p*_*adj*_ = 0.138) and evidence for a splice junction between exon 17 and 18 (log2 Fold Change_[Derived/Ancestral]_ = -0.783, *p* = 0.001, *p*_*adj*_ = 0.141) as a function of the TE insertion state at *GTF2I* (Figs. 1D,E; Table S3). There were no changes in expression levels of *GTF2I* itself with respect to the TE insertion (*p* > 0.1). 

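At the *LIMK1* site on CFA6 that the Supplementary Text of the paper reports for *H3K27ac*, a broad *H3K27ac* peak was called in 3 of 3 ancestral dogs and in 2 of 3 derived dogs (Fisher's exact test, two-sided, p = 1). The peak of ancestral dog 1 ran from 6282145 to 6284347 in CanFam3.1. Within their own lists, these peaks ranked above 87.1%, 59.2% and 83.9% of the peaks of ancestral dogs 1 to 3, and above 73.4% and 49.9% of the peaks of derived dogs 1 and 2. Derived dog 3 had its nearest *H3K27ac* peak 3773 bases away. Without that dog, a peak was called in all of the dogs of both genotypes. The paper tests *H3K27ac* differences on normalized reads in *DiffBind*, which the peak lists do not hold. Peaks called in dogs of both genotypes therefore do not exclude a difference in signal at this site. An *E2F1* peak from 6282812 to 6283191 overlapped the site by 51 bp in ancestral dog 3 alone. The site ends 6321 bases below the start of the contact that Table S2 lists from 6289184 to 6320034.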

We found weak evidence for an additional loop between the polymorphic TE site and the gene *LIMK1* (Fig. S1; see Supplementary Text).

**Fig. 1:**
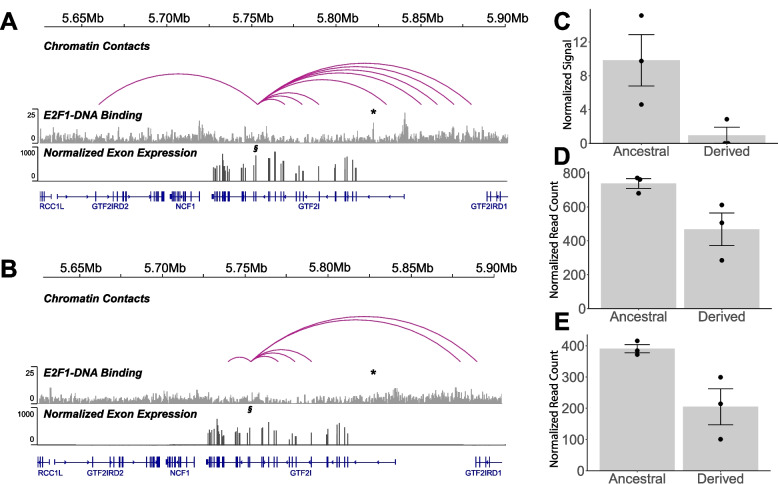
Differences in *cis-* regulation of *GTF2I* exon 18, between ancestral TE present and derived TE absent states of *GTF2I*. Visualization of the target region with chromosomal coordinates in Mb (top line) along canine chromosome CFA6 for *Capture C* contacts (top), average *E2F1 ChIP-Seq* Coverage (middle) with differential peak (*), and average normalized exon expression with exon 18 (§) values at *GTF2I* (bottom) for samples **A** heterozygous for the ancestral TE insertion in *GTF2I* and **B** homozygous for the derived allele lacking the TE insertion in *GTF2I*. For panels **C-E**, the ancestral state refers to the TE insertion in *GTF2I,* while the derived allele is the lack of the TE insertion. **C** Normalized *ChIP-Seq* signal for *E2F1* located at intron 1 of *GTF2I* (chr6:5,822,073–5,822,473 bp, *p*_*adj*_ = 0.03). **D** Expression of *GTF2I* exon 18 (*p*_*adj*_ = 0.138) as reported in the IGV track. **E** *GTF2I* exon-17—exon18 junction expression (*p*_*adj*_ = 0.141). Black circles show each data point, bar heights correspond to group means, and error bars correspond to standard errors

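Across CFA6 from 5.65 to 5.93 Mb, the lists held 4, 15 and 17 *E2F1* peaks in ancestral dogs 1 to 3 and 3, 31 and 6 in derived dogs 1 to 3. The number of *H3K27ac* peaks in the same interval ranged from 31 to 41 per dog. *E2F1* peaks inside the contact bin at 5.82–5.84 Mb numbered 1, 1 and 2 in the ancestral dogs and 0, 2 and 0 in the derived dogs. The difference in means, derived minus ancestral, was -0.667 peaks (exact two-sided permutation test, p = 0.6, n = 3 dogs per genotype). With each dog left out in turn it ran from -1.33, without derived dog 2, to -0.333. The 2 peaks of derived dog 2 lay at 5830059–5830325 and 5837001–5837185.

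**Figure D1:**
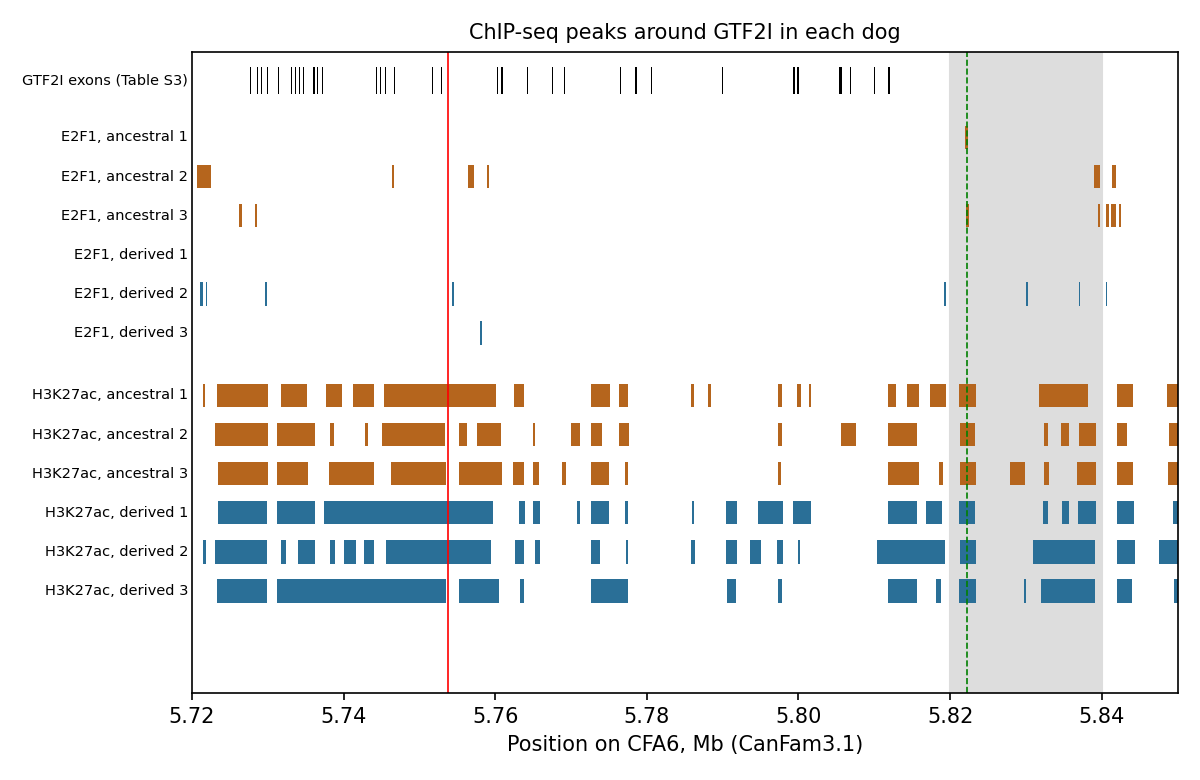
*ChIP-seq* peaks per dog by position on CFA6 in Mb (CanFam3.1), with ancestral dogs in brown, derived dogs in blue and the exons of Table S3 in black. Short peaks are drawn at a minimum width so that they can be seen. The grey band is the bin at 5.82–5.84 Mb, the red line the TE and the green dashed line the intron 1 site, where 2 ancestral dogs have an *E2F1* peak.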

### Differences in the enrichment of biological pathways related to extra-cellular matrix

Since *GTF2I* encodes a transcription factor regulating the expression of several genes [6], we evaluated the potential downstream impacts on global biological pathways as a function of TE genotypic state at *GTF2I*. First, we looked for differentially expressed genes across genome and found 10 genes differentially expressed as a function of the TE copy number at *GTF2I* (Fig. 2C; Table 1). Next, we constructed gene modules, which are sets of co-expressed genes that broadly represent biological pathways [44]. Since the construction of gene modules requires at least 12 samples [44], we collected *RNAseq* data from the brainstem tissue of 16 additional dogs across ages, sexes and breeds (Table S1) and conducted these analyses on all 22 samples with *RNAseq* data, while accounting for confounding variables (*Supplementary Information: Materials and Methods*). We generated signed gene networks and quantified module eigengene (ME) values, to represent the dimensionality reduced (i.e. the first principal component) gene expression values from all genes in the module, which are broadly associated with changes in biological pathways [44]. Since signed modules contain co-expressed genes with the same directionality of expression change (i.e., all with increased or decreased expression for a given condition) [44], these were preferred over the generation of unsigned modules to ease the interpretation of results and identify biological pathways with a general increased or decreased enrichment in the derived state of *GTF2I*. We found a single gene module with higher expression for samples carrying the ancestral *GTF2I* TE insertion (Pearson Correlation coeff _[Derived]_ = -0.43; *p* = 0.047; p_adj_ = 0.63); however, this did not survive multiple comparison corrections (Figs. 3A, S2A-D; Table S4). Since this was the only gene module meeting the significance threshold of *p* < 0.05, we hereafter refer to this module as the “differentially expressed module”. We then conducted a Gene Ontology Enrichment analysis on g*:Profiler* [45] using IDs of genes within the differentially expressed gene module. The top ranked gene ontology term is for the cellular component “extra-cellular region” (*p*_*adj*_ = 8.54 × 10^–14^), and the top KEGG pathway [46] is for “Extra-Cellular Matrix (ECM) receptor interaction” (*p*_*adj*_ = 3.81 × 10^–8^) (Fig. 2B). We further found *BNC2* among the top ranked transcription factors candidates that putatively regulates genes in the differentially expressed gene module (Mean Rank = 10.33; Percentage overla*p* = 28.6%; *Enrichr *[47–49] FDR = 5.68 × 10^–18^; *GTEx *[50] FDR = 2.51 × 10^–5^; *ARCHS4* [51] FDR = 8.70 × 10^–17^). *BNC2* was also found to be a differentially expressed gene (Tables 1, S5).

**Fig. 2:**
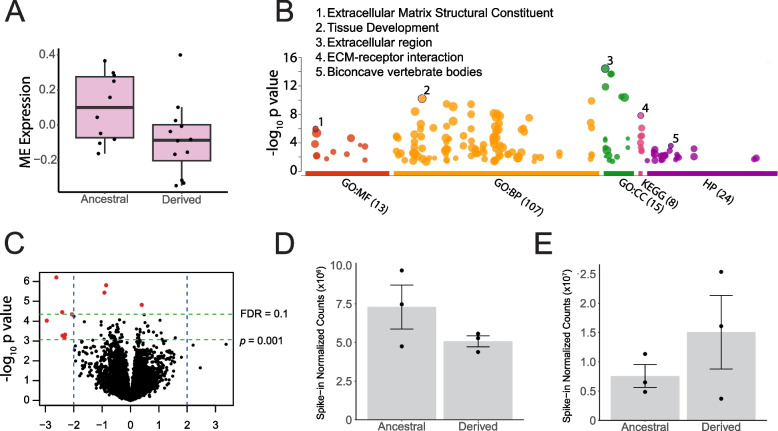
Downstream molecular impacts on global gene expression and regulation. **A** Box-and-whisker plot of module eigengene (ME) expression for the differentially expressed module. ME expression values have significantly different means (*t* = 2.1348, *df* = 19.744, *p* = 0.0455) between samples containing the ancestral and derived TE genotypes at GTF2I. Whiskers represent the data range excluding outliers. Horizontal edges correspond to 25th, 50th and 75th percentiles. **B** Gene ontology (GO) hits for genes in the differentially expressed module displaying their -log_10_*p* for each GO categories: Molecular Function (MF), Biological Processes (BP), Cellular Component (CC), Kyoto Encyclopedia of Genes and Genomes pathways (KEGG) and Human Phenotype (HP). Top GO term in each category is numbered and keyed. **C** Volcano plot of differentially expressed genes (red points; FDR < 0.1, or *p* < 0.001 and log_2_ fold change >|2|), for the 22 samples. **D** Spiked-in normalized read counts for *E2F1* enrichment and; **E** *H3K27ac* marks. Bar heights represent mean values, error bars correspond to standard errors, and black circles depict replicate values

**Table 1:** Significantly differentially expressed genes with their respective false discovery rate (FDR < 0.1), log2 fold change ratios (log2FC > 2), and significance* p* values (*p* < 0.001)

Gene Symbol	Log2FC	*p* value	FDR
*SLC47A1*	-2.615	6.19 × 10^–7^	0.010
*SLC14A1*	-0.857	1.53 × 10^–6^	0.012
*BNC2*	-0.919	3.67 × 10^–6^	0.019
*PPIP5K1*	0.397	1.51 × 10^–5^	0.059
*ERMAP*	-2.064	4.53 × 10^–5^	0.107
*ADAMTS15*	-2.409	3.53 × 10^–5^	0.107
*SLC6A20*	-2.953	9.43 × 10^–5^	0.123
*WNT16*	-2.399	5.38 × 10^–4^	0.183
*CCN3*	-2.307	4.80 × 10^–4^	0.183
*SLC22A6*	-2.327	6.99 × 10^–4^	0.193

Given *GTF2I*’s multi-functional role in transcriptional and translational regulation [6, 52, 53], we additionally identified binding motifs at differentially enriched *E2F1* and *H3K27ac* peaks (as identified by *DiffBind analyses*) between samples with differential *GTF2I* genotypes. 

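The differentially enriched peaks of the paper rest on read counts. From the peak lists, peaks of the 6 dogs were instead merged into regions, and regions called in every dog of 1 genotype and in no dog of the other were counted. For *E2F1*, 219 regions were called only in the 3 ancestral dogs and 90 only in the 3 derived dogs, of 185773 regions in all. For *H3K27ac*, these counts were 437 and 593 of 169065 regions. Of the 10 splits of the 6 dogs into 3 and 3, 8 gave a total as large as the genotype split for *E2F1*, and 8 did for *H3K27ac*. The *E2F1* counts changed most with the number of dogs required: with at least 2 of 3 dogs, a rule chosen after seeing the data, they were 3867 and 2920. With all peaks in the lists, derived *E2F1* regions outnumbered ancestral ones, 914 against 568. They also did so without derived dog 1 or without derived dog 3. Regions were ranked by their lowest percentile among the lists of the 3 dogs. The 3 highest *E2F1* regions of the ancestral dogs lay on chromosome 3 from 14869050 to 14869679, on chromosome 1 from 30103871 to 30104720 and on chromosome 1 from 61775348 to 61775906. Those of the derived dogs lay on chromosome 23 from 44903835 to 44904022, on chromosome 17 from 24245009 to 24245384 and on chromosome 30 from 5074398 to 5074597. The region on chromosome 23 was also among the peaks of highest fold in the *H3K27ac* lists of ancestral dog 2 and derived dog 1. The highest *H3K27ac* regions were on chromosome 9 from 317271 to 317604, chromosome 12 from 14292 to 14600 and chromosome 4 from 28180612 to 28181681 in the ancestral dogs. In the derived dogs they were on chromosome 19 from 36777631 to 36781524, chromosome 11 from 16468646 to 16469082 and chromosome 4 from 66769744 to 66770102.

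**Figure D2:**
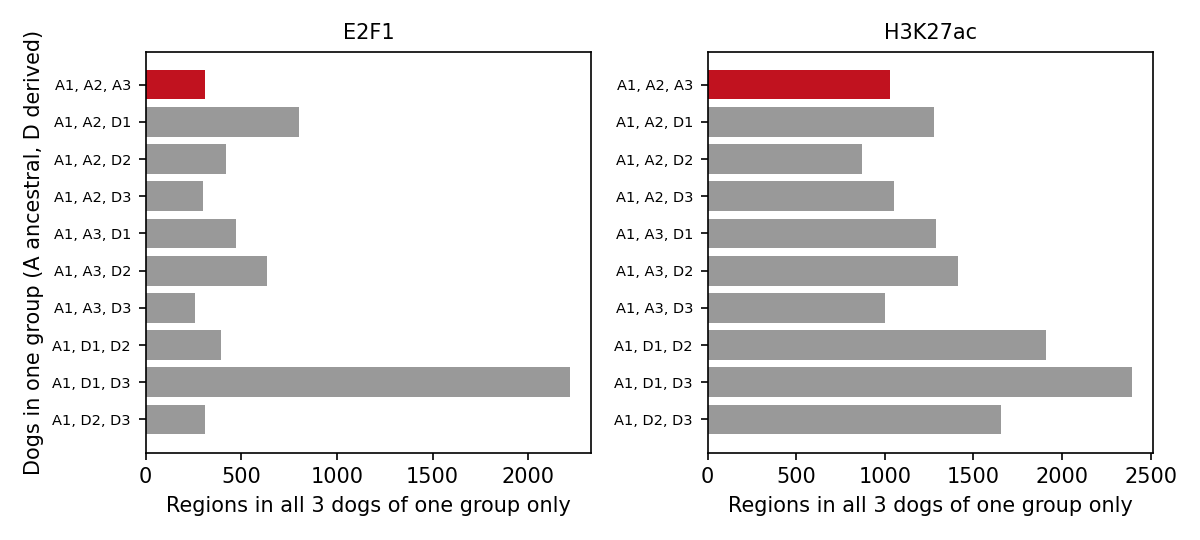
Number of regions called in all 3 dogs of 1 group and no dog of the other, for each of the 10 splits of the 6 dogs, with the dogs of 1 group on the vertical axis (A, ancestral; D, derived). The red bar is the genotype split, with 309 *E2F1* and 1030 *H3K27ac* regions, and the longest bar of both antibodies is the split of ancestral 1, derived 1 and derived 3 from the others.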

We conducted the motif enrichment analysis using the web-based tool, *CentriMo* [54], against the JASPAR2022 CORE vertebrates non-redundant v2 database [55]. We did not find enriched binding motifs among regions harboring differential histone acetylation marks. Differentially enriched *E2F1* peaks with higher signal in samples with the derived allele (log2FC > 2; FDR < 0.1) were significantly enriched for binding motifs of *ZNF740* (e = 6.6 × 10^–6^ to 9.1 × 10^–3^; percent matching = 70.0%). However, differentially enriched *E2F1* peaks with higher signal in samples with the ancestral allele (log2FC > 2; FDR < 0.1) did not present any significantly enriched motifs. We found no changes in overall *H3K27ac* and *E2F1* enrichment (*p* > 0.1) (Figs. 2D, E).

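The number of *E2F1* peaks was 31537, 42072 and 51352 in ancestral dogs 1 to 3 and 19359, 64490 and 36421 in derived dogs 1 to 3. The mean was 41654 ± 9914 (SD, n = 3) in ancestral and 40090 ± 22788 (SD, n = 3) in derived dogs, a difference within the spread between dogs (exact two-sided permutation test, p = 1). *E2F1* peaks covered 16.6 ± 3.78 Mb (SD, n = 3) in ancestral and 15.6 ± 11.6 Mb (SD, n = 3) in derived dogs (exact two-sided permutation test, p = 0.9). With all peaks in the lists, the derived dogs had 28072 more *E2F1* peaks on average (exact two-sided permutation test, p = 0.3). *H3K27ac* peaks numbered 109662 ± 19649 (SD, n = 3) in ancestral and 107092 ± 11876 (SD, n = 3) in derived dogs (exact two-sided permutation test, p = 0.8). Leaving out single dogs changed the sign of both differences in peak number, which ran from -13764 to 8802 for *E2F1* and from -8274 to 8774 for *H3K27ac*. The paper tested reads normalized to *Drosophila* chromatin added to each reaction, a scale that peak lists do not carry. From that test, the paper states that overall enrichment did not change.

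**Figure D3:**
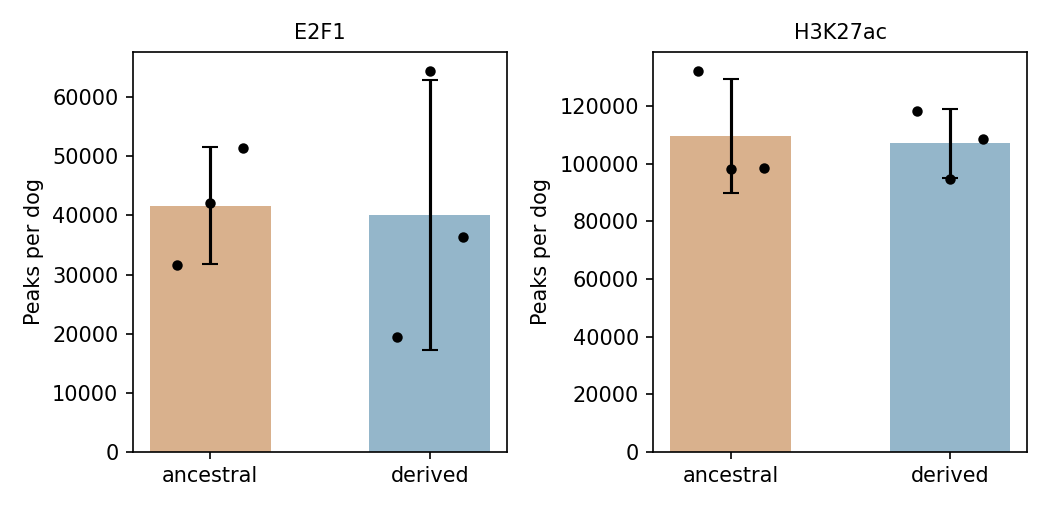
Peaks per dog for *E2F1* (left) and *H3K27ac* (right), with bars for the mean, error bars for the SD and points for the 3 dogs of each genotype. The *E2F1* points of the derived dogs, from 19359 to 64490, enclose those of the ancestral dogs.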

## Discussion

### Linking Chromatin Architecture to Behavioral Evolution

Functional changes driven by intronic TEs have been well studied, although typically, such TEs are large in size and physically proximal to the nearest exon (i.e., within 100 nucleotides) or splice sites [56–58]. Our work confirms that the polymorphic 187 bp intronic TE alters *cis*-regulatory landscapes within CFA6:5.7–6.3 Mb, by impacting the chromatin structure itself. The TE promotes altered looping with intron 1 of *GTF2I*, which are further associated with differences in gene regulation. To our knowledge, the study provides the first evidence for a gene loop that is associated with social evolution as a consequence of animal domestication.

Our proposed model for the altered loop state is that the TE offers a binding site for an *E2F1* co-factor with subsequent recruitment of the *E2F1* transcription factor itself, which binds to an intron 1 site of *GTF2I*. This would facilitate looping between the TE insertion and chr6:5.82–5.84 Mb. The loop and its concordant *E2F1* peak are lost when *GTF2I* does not contain the TE in the derived state, which could be a consequence of binding site loss for the *E2F1* co-factor and the lack of *E2F1* in *GTF2I* intron 1. Given the proposed model, we would anticipate a peak in intron 17 of GTF2I. However, we could not survey DNA–protein binding activity at the TE itself due to its repetitive nature. 

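The derived dogs carry no TE, so only the 3 ancestral dogs can show binding to this copy of the element. *E2F1* peaks overlapped the TE in 0 of these 3 dogs, at the paper's threshold and among all peaks in the lists. The nearest peak was in derived dog 2, from 5754261 to 5754498, 277 bases from the TE of the reference, and the next nearest in ancestral dog 2, 2437 bases away. Within the intron that holds the TE, from 5752988 to 5760176 by Table S3, *E2F1* peaks were called in 1 of 3 ancestral and 2 of 3 derived dogs (Fisher's exact test, two-sided, p = 1). A broad *H3K27ac* peak spanned the TE in ancestral dog 1, and its position in the reference in derived dogs 1 and 2. In the other 3 dogs, the *H3K27ac* peak below that position ended between 333 and 365 bases before it, and the next began between 5755173 and 5755266. The authors' alignment kept reads that mapped to several places, so reads from other copies of the element can fall on these coordinates in any dog. The paper states that the TE could not be surveyed because it is repetitive. The absence of a peak in 3 ancestral dogs therefore does not show whether this copy was bound.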

We instead relied on chromatin conformation evidence that emerged from the polymorphic TE and a concordant *E2F1* peak at the putative contact site. In addition, our *in-silico* discovery also suggested that a co-factor of *E2F1*, such as *Sp1* (see Supplementary Text), rather than *E2F1* itself, could bind to the polymorphic TE. Hence, a lack of enrichment of this region could also be explained by immunoprecipitation targeting *E2F1* and compromised protein–protein interactions during the *ChIP* prep. 

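Of the contacts in Table S2, the text describes 4 bins as unique to 1 genotype. Regions with an *E2F1* peak in at least 2 dogs of 1 genotype and no dog of the other were looked for in them, a rule chosen after seeing the data. Those of ancestral dogs lay in the bin at 5.82–5.84 Mb alone, which held 2. The first was the intron 1 site, and the other joined peaks of ancestral dogs 2 and 3, beginning at 5838932. The paper chose the intron 1 site from these same dogs, among regions with a peak in at least 2 dogs of a genotype. That it meets the rule here is therefore not separate support. The bins at 5.65–5.67 Mb, 5.85–5.87 Mb and 5.73–5.75 Mb held no region called in at least 2 dogs of 1 genotype and no dog of the other, in either direction. In the bin at 5.65–5.67 Mb only derived dog 2 had *E2F1* peaks, and in the bin at 5.73–5.75 Mb only ancestral dog 2 did. Of the 7 further contacts of Table S2 listed for 1 genotype alone, that from 5841142 to 5860000 held 1 such region, of ancestral dogs, and the other 6 held none.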

Strikingly, we find no changes in expression levels of *GTF2I* itself; rather, we find an associated change in a single exon of *GTF2I* after controlling for confounding variables. While the differential exon usage analysis marginally misses the FDR < 10% threshold, multiple comparison corrections were performed with respect to all exons in the genome, including those of non-coding RNAs. Given this large sample size of exons, we still indicate that these results have the potential to be biologically meaningful and worthy of follow-ups for isoform discovery through long-read sequencing methods such as Iso-Seq. While we have not identified a causal mechanism linking the *E2F1* loop and splicing, *E2F1* is known to interact with splice-impacting co-factors such as the p100/TSN complex and regulates the splicing patterns of its target genes [59]. An alternative mechanism is that the altered looped state itself, rather than the molecular functions of *E2F1*, contributes to splicing that is facilitated by alternate promoter adoption whereby different promoters could express different isoforms of the same gene [60, 61].

### Potential Convergence in Gene Regulatory Mechanisms Underlying Hypersocial Behavior

*GTF2I* exon 18 in humans encodes the R3 domain of the TFII-I protein [52, 62], which consists of a DNA binding leucine zipper domain followed by six loop-helix-loop repeat domains (R1-R6). The TFII-I loop-helix-loop domains are involved in protein–protein interactions [53, 62] and changes to the R3 domain could hence alter protein interactions with TFII-I. Although we did not directly investigate the changes in protein interactions with TFII-I to establish causality, our correlative evidence suggests the convergent outcome of reduced expression of *BNC2* and reduced expression of a gene module that includes *BNC2* target genes in samples that lack the TE insertion in *GTF2I*. Among the transcription factors that target *BNC2* include *USF1* and *MYC*, which have incidentally been identified as protein interactors of TFII-I [53, 62, 63]. Altered *GTF2I* exon 18 expression could drive changes in TFII-I proteomic interactions with *USF1* and *MYC*, thereby impacting molecular processes affecting canine hypersocial behavior. TFII-I also interacts with the histone deacetylase 3 protein (HDAC3) [64]. This protein facilities the removal of histone acetylation marks, thereby acting as a gene silencer in most cellular contexts [65]. 

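*H3K27ac* broad peaks covered 250.4 ± 41.6 Mb (SD, n = 3) in ancestral dogs and 261 ± 5.73 Mb (SD, n = 3) in derived dogs. The difference of 10.7 Mb, derived minus ancestral, was smaller than the spread between the ancestral dogs (exact two-sided permutation test, p = 0.8). Per dog, the covered length was 297.6, 219 and 234.5 Mb in ancestral dogs 1 to 3 and 261, 255 and 267 Mb in derived dogs 1 to 3. The mean width of an *H3K27ac* peak was 2287 ± 84.0 bp (SD, n = 3) in ancestral and 2456 ± 246 bp (SD, n = 3) in derived dogs (exact two-sided permutation test, p = 0.4). Without ancestral dog 2 the difference in covered length was -4.93 Mb, and without ancestral dog 1 it was 34.3 Mb. Covered length was counted on peak lists that are not normalized between dogs. It is not the measure of the paper, which compares global *H3K27ac* by reads normalized to added *Drosophila* chromatin.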

While our findings suggest that samples with the ancestral allele of the TE insertion carry lower levels of global *H3K27ac*, this difference was not significant. This could be due to a variety of reasons that include an underpowered design for the specific analyses type, combinatorial confounding impacts of other histone deacetylases and nuanced proteomic impacts on TFII-I such that interactions with some proteins, and not others, are affected. Hence, future efforts to determine interactomes of TFII-I in samples with ancestral and derived forms of *GTF2I* could help identify downstream biological impacts of the TE locus. However, these assays are currently technically challenging due to a limited availability of fresh tissues or cell lines from dogs.

In addition to higher sociability, patients diagnosed with Williams Beuren Syndrome also have cranio-facial abnormalities, explained by extra-cellular matrix anomalies [34]. Our results pertaining to gene module differences suggest that biological pathways related to the extra-cellular matrix show reduced expression. We also see functional changes related to the gene elastin (*ELN*), which is included in the differentially expressed gene module. Patients with WS can have varying lengths of deletions at the 7q11.23 locus, and 90% of patients with WS have a hemizygous deletion of *ELN* [66]. Extra-cellular matrix anomalies may not directly explain neurocognitive profiles and hence social behaviors. However, our results suggest that the derived *GTF2I* allele recapitulates some molecular characteristics of WS in domestic dogs: altered expression of extra-cellular matrix-related pathways and variants impacting *GTF2I* function.

## Conclusion

While often in an “arms-race” with the host and hence usually silenced, few TEs can be co-opted into regulatory sequences that promote specific transcriptional modules. Regulatory DNA sequences usually undergo purifying selection when the selective environment is stable [67]. However, new selective pressures that favor novel phenotypes will drive directional selection on regulatory loci. Such is the case for the canine intronic TE at *GTF2I*, which shows distinctive allele frequency differences between the ancestral gray wolf and dog genomes [27], with the wolf genome ‘co-opting’ the TE and the dog genome ‘purging’ it. While showing clear signatures of selection, functional impacts of TEs outside of coding regions are currently understudied across evolutionary scenarios, with most investigations limited to first-order genomic structure, overall TE distribution across the genome, and their putative relationship to candidate loci [12]. While more work is warranted to prove causality, we emphasize the relevance of high-effect non-coding variants and their role in regulating complex phenotypes in non-model systems by reporting their potential and indirect impacts on gene regulation through altered chromatin states. While our study does not prove this, we provide an evolutionary interpretation where the non-looped state of *GTF2I* could possibly provide a dog-specific fitness advantage from increased human-directed sociability. Molecular changes associated with an altered regulatory landscape can also introduce fitness costs [68] due to a loss in existing transcriptional machinery that could impact the extra-cellular matrix and activity of the multi-functional *GTF2I* gene, which could be validated by future efforts. We hope to provide a new framework for exploring the molecular infrastructure of social evolution by viewing the genome as more than a culmination of base-pairs and combining higher-order information on 3D genome architecture.

### Limitations

Due to a lack of ability to do functional experiments and CRISPR-based gene editing in dogs, the polymorphic TE locus within *GTF2I* is only correlatively linked to hyper-social behaviors. In addition, the bulk of our findings that pertain to *cis*-regulation have been conducted in male dogs (12–16 years old). This represents technical difficulties with sample acquisition from dog brains as most euthanized younger dogs have serious health complications and hence may present results confounded by these complications. Upon limiting samples to those with no obvious brain-related conditions, we were unable to obtain a sample size powerful enough to reliably conduct this study on only early-life or female dogs. Therefore, we caution readers that some specificities of gene regulation may be age or sex specific. 

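Of the merged *E2F1* regions, 83.0% were called in a single dog and 1006 were called in all 6 dogs. For *H3K27ac*, 36.1% of the regions were called in a single dog and 47864, or 28.3%, in all 6. The Jaccard index, the length shared by the peaks of a pair of dogs divided by the length that either covers, had a median of 0.0808 over the pairs of dogs for *E2F1*, with a range from 0.0351 to 0.148. For *H3K27ac* its median was 0.580, with a range from 0.509 to 0.626. Pairs of dogs with the same genotype did not have a higher index than pairs with different genotypes, with mean differences of -0.00326 for *E2F1* and -0.00768 for *H3K27ac*. Without derived dog 2 the difference was 0.0275 for *E2F1*, and without ancestral dog 1 it was 0.00515 for *H3K27ac*. No relation of peak number to unique read pairs was detectable over the 6 dogs for *E2F1* (exact permutation tests, Pearson's r = 0.201, p = 0.694, Spearman's rho = 0.143, p = 0.803; Benjamini-Hochberg adjusted p = 0.694 over 2 relations). Without the 2 dogs farthest from the median depth, r was -0.0493, without derived dog 2 alone it was -0.748, and without derived dog 1 alone it was 0.789. For *H3K27ac*, the r was -0.632 (exact permutation test, p = 0.182, adjusted p = 0.364) and the rho -0.6 (exact permutation test, p = 0.242), and r was -0.829 without 2 dogs. At the stricter *H3K27ac* threshold, a q value below 1e-05, the sign of r changed and r was 0.952 (exact permutation test, p = 0.0194, not adjusted). The relative cross-correlation in Table S8 of the paper ranged from 0.95 to 1.39 for *E2F1* and from 7.74 to 9.06 for *H3K27ac*.

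**Figure D4:**
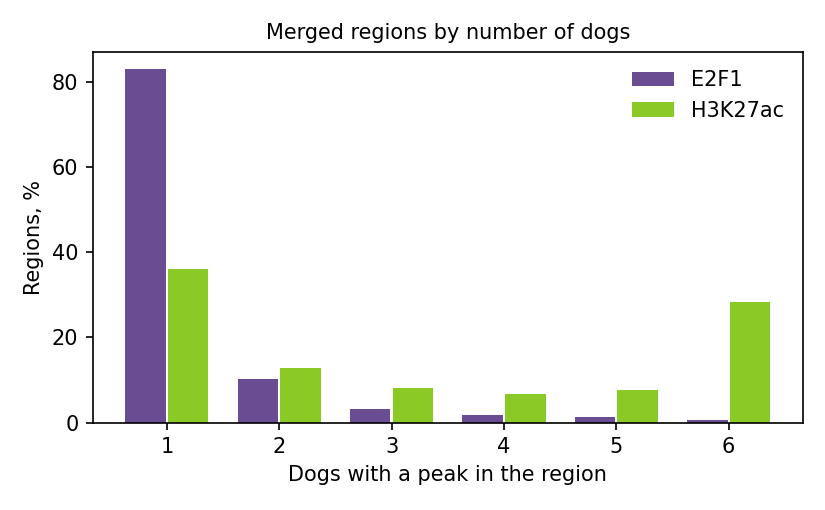
Percentage of merged *E2F1* and *H3K27ac* regions by the number of dogs, from 1 to 6, with a peak in the region. Most *E2F1* regions, 83.0%, have a peak in 1 dog, and 28.3% of the *H3K27ac* regions have one in all 6.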

Owing to low cross-correlation scores of our E2F1 *ChIP* data, some E2F1-DNA binding sites may be missed. We also caution that results pertaining to differential gene module analysis did not survive FDR corrections, owing to the presence of a single gene module passing a significance threshold of *p* < 0.05. Nonetheless, we present substantial evidence supporting the propensity of this TE to impact *cis*-regulation through an altered chromatin state.

## Methods

We obtained pons brainstem tissues preserved in *RNALater* (Thermo Fisher Scientific, Waltham, MA, USA), for 22 dogs collected by the Canine Brain and Tissue Bank (CBTB) at Eötvös Loránd University, Budapest, Hungary. Each sample was associated with metadata that included age, sex, and breed information (pure or mixed) (Table S1). Six of the 22 dog samples had an additional paired specimen available, which had been flash frozen at the time of collection. For these flash-frozen samples, we carried out *Capture C*, targeted at the polymorphic *GTF2I* TE site (CanFam 3.1; CFA6:5,753,797–5,753,983), and *ChIP-Seq* to quantify E2F1-DNA binding peaks and H3K27ac regions at chromatin loop bases. We collected RNA-seq data to further investigate differences in local gene regulation associated with the chromatin loops for the six samples. We conducted a higher-powered analysis of global differences in biological pathways among all 22 dog brainstem samples. Detailed methods, protocols and software used can be found in *Supplementary Information: Materials and Methods*.

### Supplementary Information

Supplementary Material 1.

## Data Availability

Aligned and sorted BAM files are available through the Short Read Sequencing Archive (ncbi.nlm.nih.gov/sra; Bioproject number: PRJNA939639). Raw and processed ChIP-Seq data is additionally available through Gene Expression Omnibus (GSE232642). Sample metadata is available in Table S1, and library statistics are available in Table S7-S9.

# Supplementary material for: Canine hyper-sociability structural variants associated with altered three-dimensional chromatin state
**Source:** BMC Genomics. 2024 Aug 7;25:767. doi: 10.1186/s12864-024-10614-6
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Supplementary Information**

Materials and Methods

Supplementary Text

Fig. S1. Differences in *cis-* regulation of *LAT2*, between ancestral TE present and derived TE absent states of *GTF2I*

Fig. S2. Construction of gene modules on WGCNA.

Fig. S3. Multiple comparisons adjustment for conservative *p*-values distributions

Fig. S4. *ChIP-Seq* binding profile for E2F1 and H3K27ac.Fig. S5. Principal component loadings of all 22 samples based on RNA-Seq count values.

Table S1. Sample Metadata with Sample ID, genotypic state at WBSCR17 site 1 (cha6.6), genotypic state at WBSCR17 site 2 (cfa6.7), genotypic state at GTF2I (cfa6.66), genotypic state at POM121 (cfa6.83), Breed, Age, and Sex.

Table S2. Significant loops with chr6:5.752-6.754Mb, containing the polymorphic TE site at *GTF2I*

Table S3. Normalized Exon and Junction expression of *GTF2I*

Table S4. Protein-coding genes in the differentially expressed module with respect to TE genotypic state

Table S5. *ChIP* TF enrichment analyses for 147 protein coding genes in the differentially expressed gene module

Table S6. IP reactions with Anti E2F1 and anti-H3K27ac antibodies.

Table S7. Capture C Library Statistics

Table S8. *ChIP*-Seq Library Statistics

Table S9. RNA-Seq Library Statistics

Table S10. Differentially Expressed Genes (FDR<0.1) for six samples with paired Capture C and RNA-Seq data

Supplementary References

**Materials and Methods**

**Sample acquisition:** Brainstem samples were collected from pet dogs, which had been euthanized for medical reasons by veterinarians at veterinary clinics. We only included dogs without major illnesses linked to the nervous system, which were also explored during the dissection. The dogs’ bodies were donated to the Canine Brain and Tissue Bank by their owners, with consent from the veterinarians who performed the euthanasia. Both owners and veterinarians had been informed about the goals of the donations, which were to collect and store biological specimens for scientific purposes. Sample collection and stabilization took place at the facility of the CBTB within a strict time frame of four hours following the euthanasia of animals. Brains were removed from the skulls in whole and were briefly rinsed in PBS. Next, tissue pieces from specific brain regions were either immersed in *RNAlater* (~100 mg tissue/1 ml solution) in 1.5 ml Eppendorf tubes or were fast frozen and placed in -80 °C ultra-low temperature freezers for long term storage. *RNAlater* stabilized tissue pieces were kept at 4 °C overnight to allow optimal penetration of the stabilizing solution and were subsequently put to -80 °C following the removal of the supernatant. Transportation of samples between countries was done in dry ice supplemented packages to avoid the thawing of fast frozen samples.

**Determination of TE genotypic state at *WBSCR17*, *GTF2I* and *POM121*:** To genotype individuals for the ancestral and derived alleles across all three genes, we extracted DNA from paired buccal swabs or <10mg brain tissue preserved in *RNAlater* with Qiagen’s DNeasy Blood and Tissue Kit (Qiagen, Germantown, MD, USA), using the manufacturer protocol for the respective tissue type. For *RNAlater* tissue, we first rinsed the tissue with 1X PBS prior to following kit manufacturer recommendations for DNA extraction from tissue. We then used our previously published PCR protocol (*1*) to generate amplicons of approximately 250bp (lacking the TE insertion) and 500bp (containing the TE insertion) in length. We visualized the PCR products on a 1.8% TAE agarose gel for genotyping.

***Capture C* bait design:** We used the CanFam3.1 genome assembly (GCF_000002285.3) to design 120-mer capture baits. Due to the repetitive nature of the TE insertion sites, we designed baits to capture sites that flanked the TE allele with 1Kb of sequence both upstream and downstream using the Agilent Sure Design resource. We designed additionally 120-mer baits to target the putative promoters of all genes within our original target region (CFA6:2,031,491-7,215,670 base pairs). We used the *liftOver* (*2*) tool functionality of the UCSC genome browser to identify putative promoters using experimental data from the hg19 human genome. Subsequently, we used *BLAT* to validate the absence of non-specific bait binding against the dog CanFam3.1 and CanFam4 genome assemblies to ensure binding specificity at the target regions despite the possibility of breed-specific sequence differences.

***DNAse Capture* C library preparation:** We prepared *DNase* HiC libraries using the Dovetail Omni C kit and 20mg of flash-frozen dog brainstem tissue. We ground tissue to fine powder in liquid nitrogen and subsequently resuspended it in 1x PBS. Thereafter, we used 10ul of 0.1M DSG and 27ul of 37% formaldehyde for sample crosslinking. We digested the crosslinked DNA using 3ul Dovetail non-specific DNA endonuclease. We opted for random digestions as they substantially reduce the likelihood of identifying false positives by stringent PCR duplicate removal. We performed ligations and prepared the library as per kit manufacturer’s recommendations. We used Dovetail dual indexes to prevent tagmentation, amplified the *DNAse* HiC libraries using 12 PCR cycles, and concentrated libraries with 3x AMPure XP beads (Beckman Coulter). We used 300ng of each HiC library for subsequent pull down, capture, and final amplification using manufacturer recommendations of the Agilent SureSelect XT HS kit and 14 PCR cycles. We then submitted the libraries for paired-end sequencing (2x150nt) at the Princeton University Lewis Sigler’s Genomics core facility on either a *MiSEQ* or spiked into a Novaseq 6000 Illumina platform. Our goal was to obtain at least 225 reads mapping to the polymorphic *GTF2I* insertion site for downstream analyses.

***Capture C* library alignment and quality control:** We first trimmed raw FASTQ files using *Trimgalore* v0.0.6 (*3*) to remove low quality reads (*q*<20) that were subsequently aligned to the CanFam3.1 reference genome (GCF_000002285.3) using the Burrows-Wheel Aligner (*bwa-mem* v0.7.17-r1188) on the ‘-5SP’ mode (*4*). We used *pairtools* v0.3.0 (*5*) with the *parse* command to organize sequence alignments into HiC pairs with the parameter settings *min-mapq*=40, *walks-policy*=*5unique*, and *max-iter-align-gap*=30. After sorting the pairs, we used *pairtools dedup* to remove PCR duplicates defined as reads that mapped to the same base pair coordinates on both ends. The likelihood of generating true HiC contacts along the same co-ordinates by random DNA digestion, as opposed to PCR duplication, remains low. We subsequently sorted and indexed the processed BAM file using *samtools* v1.9 (*6*).

***Capture C* analyses and loop annotation:** We used the bioinformatic tool *CHiCAGO* v1.22.0 (*7*) to annotate significant chromatin loops through the comparison of the observed contact frequency in each genomic bin against the expected frequency, which decays with increasing distance from the site of interest (*8*). Since our protocol involved random digestion of DNA using DNase, we binned our genome into non-overlapping bins 20Kb long (e.g., bin1=chrN:0-20Kb, bin2=chrN:20-40Kb, bin3=40-60Kb etc.). We left all *CHiCAGO* settings at default values except we used *minNPerBait*=50 solely for model parameter optimization due to a low number of target regions and read depth at baits targeting promoter regions. We only used baited regions around the polymorphic *GTF2I* TE locus for samples that had at least 500 reads to interpret biologically meaningful results. *CHiCAGO* is unable to incorporate overlapping bins in its sliding window analyses, with reads discarded that are located outside of such bins. To reduce the likelihood of false negatives, we repeated the analysis with staggered non-overlapping 20Kb bins located 10Kb from bins in our first analysis described above (e.g., bin1=chrN:0-10Kb, bin2=chrN:1-30Kb, bin3=30-50Kb, etc.). These bins were created using an in-silico HindIII digestion for which the *CHiCAGO* default parameters are most optimized (*9*). To identify 3D contacts unique to the TE insertion copy number state at *GTF2I*, we annotated loops separately for each genotypic state (i.e., heterozygous for ancestral insertion allele at *GTF2I* and homozygous for the no-insertion derived allele at *GTF2I*). We defined significance as loops with the lowest 0.5-percentile of *q* values for each analysis and had at least one sequence read confirming the loop for each of the two genotypic states.

**Immunoprecipitation**: To evaluate whether the three-dimensional contacts overlap with other regulatory signatures, we performed chromatin immunoprecipitation (*ChIP-Seq*) for the transcription factor *E2F1* and the *H3K27ac* histone acetylation marks. We extracted nuclei from flash frozen brainstem tissue using the Active Motif High sensitivity kit (Active Motif). Briefly, we re-suspended 50 mg of flash-frozen tissue in Tissue fixation solution (4.35 ml Molecular grade water, 0.5 ml Active Motif 10X PBS, and 140 ul 37% (v/v) formaldehyde). We rotated the tube for 8 minutes, added 51.5 ul of Active Motif Stop Solution, and followed by 5 minutes of rotation. We then homogenized the tissue using a pestle tube with 30 strokes on ice and spun the cells down at 4° C and 1250 g for 3 minutes. We washed the pellet twice with cold 1 ml PBS Wash Buffer (21.25 ml molecular grade water, 2.5 ml Active Motif 10X PBS, and 1.25 ml Active Motif Detergent). We then resuspended the cell pellet in 1ml Active Motif chromatin prep buffer supplemented with 1ul Active Motif protease inhibitor cocktail (PIC) and 1 ul Active Motif 100 mM phenylmethylsulfonyl fluoride (PMSF). We transferred the solution to a chilled Active Motif 1 ml Dounce homogenizer, incubated the solution on ice for 10 minutes, and then released nuclei with 50 strokes using the tight-fitting pestle Type A. We transferred the homogenate to a new 1.5 ml tube, spun the solution down for 3 minutes at 1250 g and at 4° C, and resuspended the solution in 750 ul of Active Motif Chromatin Prep Buffer supplemented with 7.5 ul Active Motif PIC and 7.5 ul Active Motif 100 mM PMSF. We sonicated the sample on a Branson 450 Sonifier in a cold room and on ice (output control=2; Duty Cycle=Constant) with 20 pulses of 10 second sonication ‘on’ duration and 50 seconds resting on ice. To remove cellular debris, we spun the tube for 2 minutes at 4° C and maximum speed, transferred 25 ul of sonicated chromatin for Input DNA preparation and stored the remainder of the sonicated sample for downstream immunoprecipitation (IP). We extracted input DNA with the Active motif Chromatin IP DNA purification kit following the manufacturer’s recommendations. We quantitated the extracted DNA on a Qubit v1.0 and stored this extracted DNA for library preparation as a non-IP’ed negative control. We conducted IP using the Polyclonal anti-*E2F1* antibody from Cell signaling technologies (cat# 3742S, Lot 8; concentration 48 ug/ml) and polyclonal Anti-Histone *H3K27ac* antibody form Active Motif (cat# 39034; concentration 1 ug/ul). Each sample underwent two IP reactions: one with the anti-*E2F1* antibody and one with anti-*H3K27ac* antibody. We added components to each IP reaction as summarized in Table S6.

We rotated IP reaction tubes overnight at 4° C and conducted all subsequent steps as per the manufacturer protocol of the Active Motif ChIP IT High Sensitivity Kit. We prepared libraries using the manufacturer protocol of Active Motif Next Gen DNA library Prep kit and Active Motif Next Gen Indexing kit with 15 PCR cycles. Active Motif indices contain unique molecular identifiers at the i5 position, which we annealed to the DNA prior to PCR amplification for accurate PCR duplication removal during bio-informatic processing. In addition, we prepared libraries for the Input DNA that did not undergo any IP steps as negative controls. We collected 2x50nt paired end sequence data on a NovaSeq6000 at the Princeton University Genomics Core Facility.

***ChIP-Seq* analyses and peak discovery:** We performed *ChIP-Seq* deduplication and peak discovery to identify regions in the genome bound to *E2F1* and *H3K27ac*. We incorporated unique molecular identifiers into the sequencing read names using *umi_tools* v1.1.2 (*10*) with the extract functionality. We subsequently demultiplexed and removed low-quality reads using *Trimgalore* v0.0.6 (*3*), with *-q* set to 20. We then aligned sequence data using *bowtie* v2.2 (*11*) to the Canfam3.1 reference genome (GCF_000002285.3) under default parameters, used *samtools v1.9* (*6*) to sort reads by position. We removed PCR duplicates, as defined by reads that contained the same unique molecular identifiers and mapped to identical genomic coordinates, using the *umi_tools* with the *dedup* and *--unique* flag functionalities. Upon alignment with *bowtie2*, we default to keeping multi-mapped reads (*11*). However, for any given reads mapping to the genomic same position and with the same UMI barcode, the *umi_tools* *dedup* functionality preferentially keeps reads with unique alignments (*10*). Therefore, while we kept multi-mapped reads during the alignment step, while removing PCR duplicates, we kept the read with the unique alignment over the ‘duplictae’ with multiple alignments *(10)*. We annotated peaks individually for each sample using *macs2* v2.2.0 (*12*).

To compensate for a higher than usual observable noise for E2F1 ChIP-Seq tracks, we conducted stringent peak discovery with parameters that yielded peaks matching visual observations of each replicate track on Integrative Genome Viewer (IGV). Therefore, the conservative parameters for the macs2 *callpeak* functionally were *q=*5x10^-4^, *-f BAMPE and -g 2500000000*. 

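Between 32.1% and 54.5% of a dog's *E2F1* peaks overlapped an *H3K27ac* peak of the same dog by at least 1 bp. This percentage exceeded the mean over the *H3K27ac* lists of the 5 other dogs by 1.59 ± 4.22 percentage points (SD, n = 6), a difference within the spread between dogs (exact two-sided sign-flip permutation test, p = 0.3125; smallest possible p = 0.03125). It was higher in 4 dogs and lower in 2. Each *H3K27ac* list also enters the means of the other dogs, so the 6 differences are not independent. They also depend on the length that each list covers, which was not held equal.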

For H2K27ac, we identified broad peaks using the following parameter settings for macs2 *callpeak*: *-f BAMPE, -g 2500000000, -m 5 50, --broad-cutoff 0.1,* and *--broad*. 

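The *E2F1* lists begin at a −log10 q of about 1.30 and held between 85871 and 163356 peaks per dog. At a q value below 0.0005, 35.7%, 49.0% and 38.4% of the peaks of ancestral dogs 1 to 3 were kept, and 17.7%, 39.5% and 30.6% of those of derived dogs 1 to 3. The *H3K27ac* lists begin at about 1.00, and between 93.2% and 97.7% of their peaks passed a q value below 0.05.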

We identified regions with FDR<5x10^-4^ and FDR<0.05 as significant peaks for *E2F1* and *H3K27ac*, respectively. To look for differences in binding enrichment at peaks, especially around regions overlapping with three-dimensional contacts we identified, we conducted *DiffBind* *DESEQ2* analyses (*13-17*) for *E2F1* and *H3K27ac* using default parameters. *DiffBind* incorporates signal and noise contributed by all samples within the same condition. Due to varying sample-specific IP efficiency, as reflected by differences in background reads, the same peak may not be present or annotated in all samples within the same treatment group. *DiffBind* alleviates this problem to some extent by performing differential binding analyses at genomic regions that (in our case) are identified as peaks in at least two of the three samples within the same treatment group. It then compares the number of normalized reads at these selected regions between treatment groups. 

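Of the *E2F1* regions merged over the 6 dogs, 10.2% had a peak in 2 of the 6 dogs, 3.29% in 3, 1.71% in 4 and 1.29% in 5. For *H3K27ac*, regions called in at least 2 dogs of 1 genotype and in none of the other, a count chosen after seeing the data, numbered 3964 in ancestral and 4648 in derived dogs.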

We also removed all peak sites that showed enrichment in the non-IP Input DNA, which were our negative controls, with the *dba.blacklist* function. While we were specifically interested in differential peaks occurring at the three-dimensional contact bins, we conducted genome-wide differential binding enrichment analyses and with FDR corrections to allow for accurate normalization and scan for signatures across the genome Due to an overly conservative and right-skewed *p* value distribution (Fig. S3), we subsequently applied FDR corrections using the R package *fdrtools* (*18,19*) to compute *p_adj_* more suited to the distribution of our test statistics. We considered adjusted *p*<0.1 as significant.

For peak visualization, we normalized all libraries to the largest library size and constructed smoothened *bedgraph* files with bin size set to 100, using *deepTools* v3.5.1 (*20*). We used *wiggletools* v1.2 (*21*) with the mean functionality to output *bedgraph* files with mean values across bins for all samples in the same treatment group to construct one representative plot for each treatment.

***RNA-Seq* library preparation:** We used 50mg of pons brainstem tissue preserved in *RNAlater* from 22 domestic dogs, six of which were also included in the *Capture C* methods (Table S1). We rinsed the tissue in cold 1X PBS and subsequently homogenized them in Zymo DNA/RNA Shield buffer in a Qiagen Tissue Lyser. We extracted RNA using Zymo’s RNA MiniPrep Plus kit following the manufacturer’s recommendations and further concentrated using RNAse-free 2X AMPure XP beads. We used the RNA integrity number (RIN>6.5) to select samples for library preparation with Zymo’s Ribo Deplete kit. We targeted total RNA for sequencing, as opposed to messenger RNA, to avoid data loss due to sample degradation. We submitted each sample for pair-end sequencing (2x150 nucleotide) on a NovaSeq6000 S1 flowcell to obtain approximately 50 million reads per sample.

**Quality control and alignment:** We demultiplexed raw reads using a custom python script (<https://github.com/JaneliaSciComp/msg/blob/master/barcode_splitter.py>) followed by *Trimgalore* v0.0.6 (*3*) to remove low quality reads (cutoff *Q*>20) and trim remnant adaptor sequences. We then aligned sequences to the Canfam3.1 reference genome (GCF_000002285.3) using *STAR* v2.7.6 (*22*) with *sjdbOverhang*=149. We used the *HTSeq* python script to compute gene counts with the parameters --*type*=genes and --*stranded*=reverse. We normalized read count data based on gene GC content and sample read depth, then conducted variance stabilization in the R package *EDAseq* v2.32.0 (*23*). We removed batch effects introduced by using different reagent batches using the *removeBatchEffect* correction on R package *limma* v3.34.1 (*24*).

**Differential local gene expression analyses:** Our next aim was to investigate local gene expression changes consistent with altered three-dimensional contacts. We filtered normalized gene count values to keep protein coding genes within the highest and lowest three-dimensional contact sites (in nucleotides) for any given TE genotype. Further, we implemented a Shapiro Wilk’s test for normality to keep all genes satisfying the normality assumption for downstream *ANOVA* analyses. We conducted linear regression *ANOVAs* on remaining genes using R’s *anova(lm())* function in the *stats* v4.2.1 package (*25*). For the six individuals with *Capture C* data, we included the sample age and *GTF2I* TE genotypic state as fixed effects. Since our six samples come from mixed-breed dogs with high genetic and phenotypic variation as observed in natural populations, we conducted a linear regression *ANOVA* for all samples with *RNA-Seq* data to increase power with sample age, sex and *GTF2I* TE genotypic state as fixed effects. We applied Bonferroni corrections using R’s *p.adjust* function with package *stats* (*25*). We conducted a higher-powered *ANOVA* analysis, using the same parameters and function, using all 22 dogs with *RNA-Seq* data for genes that were approaching significance (*p<*0.1) in the lower powered analysis with 6 dogs.

**Differential Exon and Junction Usage Analyses:** To test our hypothesis for intra-gene looping and alternative splicing at *GTF2I*, we conducted differential exon and junction usage analyses. Due to the postulated developmental stage specific expression of TFII-I isoforms (*26, 27*), we performed a simplistic alternative splicing analysis for our controlled sample set that included dogs with *Capture C* and IP data, which were already controlled for age and sex. We first prepared our aligned data for R package *JunctionSeq* v1.16.0 (*28*) input by using the *QoRTs* v1.3.6 (*29*) package with the QC function and the *--stranded* flag. We imported the data into *JunctionSeq* and used the *runJunctionSeq* command with *analysis.type* set to *junctionsAndExons* and *use.novel.junctions* set to *TRUE*. For this analysis, we included the entire genome to ensure accurate normalization of exon count values. *JunctionSeq* corrects exon and junction expression values to the overall gene expression (*28*).

**Global changes in gene regulation:** Changes to local gene expression can impact global gene expression through the downstream impacts of the local gene products. Sine gene module construction requires at least 12 samples (*30*), we focused on the 22 samples with *RNAseq* data for this section of the analyses. We identified significant gene modules as those that had *p*<0.05 with respect to TE genotypic state at *GTF2I*. We also looked for differentially expressed genes using *EDAseq* v2.32.0 (*23*) normalized gene count values, computed under default parameters. We completed differential gene expression analyses on *DESeq2* v1.38.3 (*31*) with TE genotypic state at *GTF2I* as our dependent variable and included additional cofounders (design=~Batch+Age+Sex+*GTF2I* TE state). We computed the Wald’s p statistic for *GTF2I* TE insertion versus no insertion state for all 22 samples with *RNA-Seq*. We identified genes with FDR<0.1 or genes with *p*<0.001 and log2Fold changes greater than a magnitude of 2 as differentially expressed. To help identify affected biological pathways, we conducted a gene module enrichment analysis. We used normalized count values from *EDASeq* (*23*) and removed the effects of confounders such as Batch, Sex and Age using the *empiricalBayesLM* function on *WGCNA* (*30, 32*), with default parameters. We then determined our soft-thresholding power using the *pickSoftThreshold* function with *corFunc* set to *cor*. We defined the optimal power as the value where scale free R^2^ leveled off with increasing power and reached 0.9. To generate signed gene modules, which are collections of genes with positively correlated expression levels, we implemented *blockwiseModules* to with *power* set to the appropriate power value, *corType=pearson, TOMType=signed, minModuleSize=50*, and *mergeCutHeight*=0.25. We calculated the Pearson Correlation co-efficient to quantify gene module enrichment with respect to the TE genotypic state at GTF2I, followed by estimation of the student asymptotic *p*-value for correlation using the *corPvalueStudent* function equipped within *WGCNA*. Significance values were then subjected to FDR corrections using the *p.adjust* function on R. For correlated modules with *p*<0.05, we additionally conducted two-tailed Welch Two Sample t-test using the *t.test* function on R to estimate differences in means of module eigengenes, which represent dimensionality reduced gene expression values from all genes in the module (*30, 32*). We performed a gene Ontology enrichment analysis with *g:Profiler* v e110_eg57_p18_4b54a898 (*33*) using gene symbols, default settings and the *organism* set to *Canis lupus familiars*. To identify common regulators of genes in the module that show significantly differential enrichment as a function of TE genotypic state at *GTF2I*, we additionally performed a transcription-factor enrichment analyses for the gene list in the module using the *ChIP-X Enrichment Analysis* web tool v3 (*34*) and reported transcription factors with the lowest 0.5 percentile mean rank scores (all with FDR<0.05), where a lower rank is indicative of greater significance.

Given the interaction of TFII-I with some histone deacetylases and *E2F* transcription factor family, we leveraged our *ChIP-Seq* data to additionally look for differences in peaks across the full genome as well as overall global enrichment of *H3K27ac* and *E2F1* marks. To evaluate if the composition of peak enrichment is altered at motifs for specific transcription factors, we conducted a motif enrichment analysis of FASTA sequences located within differential *H3K27ac and E2F1* peaks (*p_adj_*<0.1) on the web interface for *CentriMo* available under the web tool *M*ultiple *E*xpectation maximizations for *M*otif *E*licitation (MEME) (*35*) with default parameters. This was completed in comparison to the JASPAR2022 CORE vertebrates non-redundant v2 for the following sites: 1) sites with higher peak enrichment in samples with the derived TE lacking state of *GTF2I* (i.e. log Fold Change_[Derived/Ancestral]_>0; *p_adj_*<0.1); and 2) sites with higher peak enrichment in samples with the ancestral TE containing state of *GTF2I* (i.e., log Fold Change_[Derived/Ancestral]_<0; *p_adj_*<0.1). We additionally annotated differential *H3K27ac* and *E2F1* peaks using the *annotatePeaks.pl* script from Homer v4.11 (*36*) with the *Canis lupus familiaris* Ensembl GTF annotation file v102. We created spike in normalization factors for evaluating global changes in *E2F1* and *H3K27ac* enrichment following Egan et al. (2016) (*37*). Briefly, each IP reaction was spiked in with *Drosophila melanogaster* chromatin and H2Av antibody, which is a histone variant specific to *Drosophila*. We counted de-duplicated reads aligned to the *Drosophila* genome for six IP reactions conducted for *H3K27ac* and *E2F1* each. We computed normalization factors for each antibody IP set separately by dividing the number of unique *Drosophila* reads from each sample by the smallest number of unique *Drosophila* reads in the given antibody set. We then multiplied the total number of unique *Canis* reads with the corresponding normalization factor to obtain the final number of spike-in normalized reads. We conducted a Wilcoxon rank sum exact test using the *wilcox.test* function in R package *stats* (*25*) to get a statistical estimate for differences in global *H3K27ac* and *E2F1* enrichment. The *GTF2I* TE genotypic state was the independent variable, with spike-in normalized count values as the response variable and *p*<0.05 as the significance threshold.

**Supplementary Text**

**Library Statistics:** As part of our quality control, we have computed and reported library statistics of all generated libraries. These statistics are available in Tables S7-S9. We additionally validated *E2F1* *ChIP* binding profiles which were centered around the transcription start sites (Fig. S4), as past studies have shown that *E2F1* mostly binds to the transcription start sites and gene promoters *(38)*.

**Controls:** Appropriately preserved dog brain samples for the assays were difficult to acquire during our study period. We were able to control for breeds to some extent in six samples with flash frozen tissue that had paired *Capture C*, *ChIP-Seq* and *RNA-Seq* data- five dogs were mixed breed and one was a Labrador Retriever. All six samples were from males between the ages of 12 and 16 years. 22 samples with *RNA-Seq* data were a mixture of ages, sexes and breeds. We were able to validate a lack of a pronounced breed effect via a principal component analysis of *RNA-Seq* count values on *DESeq2 (31)*. We first transformed and normalized the count values on a log2 scale using the *vsd* function with *DESeq2* and then computed and plotted the principal components from these transformed values using the *plotPCA* function. We observed weak clustering with respect to sex and age, where females have higher PC1 scores, and older dogs have lower PC2 scores (Fig. S5A and S5D); we found no strong effects of batch and breed (Figs. S5B,C). We incorporated sex and age as additional fixed effects in our *DESeq2* design and removed the effects of these confounders using the *empiricalBayesLM* function on *WGCNA* (SI Appendix, Methods). Since we found no straightforward way to account for the age and sex variable in the differential exon analyses, which are carried out with respect to the overall expression of the gene, we limited that analysis to the six dogs with *Capture C* and *RNAseq* data.

**Selection of E2F1 for *ChIP-Seq*:** We identified binding motifs in the TE sequence through a web-based bio-informatic tool known as Patch available through the website gene-regulation.com (*39*), with the TE sequence as the input (canfam3.1 CFA6:5753797-5753983) and the following default parameters: sites search for=vertebrates; maximum number of mismatches=2; mismatch penalty=100; lower score boundary=87.5. The program predicts transcription factor binding sites in the input sequences using positional weight matrices available through TRANSFAC® Public 6.0 *(40)*. Among the binding motifs identified in the TE sequence (n=169), a fraction of the hits is for binding motifs for *E2F* proteins (n=11), *E2F1* co-factors such as *Sp1* (n=16) and *CEBP* proteins (n=3). We also scanned *E2F1* *ChIP-Seq* ENCODE datasets *(41-44)*, to confirm significant *ChIP* peaks (*p_adj_<0.05*) that are conserved across replicates (Irreproducible Discovery Rate (IDR) rescue and self-consistency ratios <2) located within 1Mb of *GTF2I* start and end coordinates.

How the deposited data were processed for this re-analysis (not part of the article)

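*ChIP-seq* peak lists from the pons of 6 dogs were analysed, 3 heterozygous for the ancestral TE insertion in *GTF2I* and 3 homozygous for the derived allele, with 1 *E2F1* and 1 *H3K27ac* list per dog. The dogs were 12 to 16 years old. Genotypes and replicate numbers were taken from the sample labels and Table S1. Input libraries, *Capture C* contacts and *RNA-Seq* were not analysed here.

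The authors extracted unique molecular identifiers with umi_tools, trimmed reads with Trim Galore, aligned them to CanFam3.1 with bowtie while keeping multi-mapped reads, removed duplicates, and called peaks in each dog separately with macs2. The deposited peak lists give macs2's score, which ranks peaks within a list. They also give the fold enrichment of each peak over its local background, a ratio computed by the authors. The deposited −log10 p and −log10 q values are those of macs2, averaged over the region for broad peaks. The text does not name whether the input libraries entered the calls. No normalization between dogs has been applied to the lists, and the removal of peaks enriched in input DNA and the spike-in normalization described by the paper are later steps that the lists do not include. The score was not used, and fold and q served only within a list.

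Peaks with a q value below 0.0005 (*E2F1*) or 0.05 (*H3K27ac*) were kept, as the paper's methods state. Coordinates are 1-based on CanFam3.1. Sites were compared by the number of dogs with a peak overlapping by at least 1 bp, with Fisher's exact test. Peak numbers, covered lengths and peaks per bin were compared with exact permutation tests of the difference in means, over 20 assignments with a smallest p of 0.1. Peaks of the 6 dogs that overlapped or touched were merged into regions, and regions called in every dog of 1 genotype and no dog of the other were counted and set against the same count in all 10 splits of the dogs. Overlap between dogs was measured with the Jaccard index over base pairs, and *E2F1* overlap with *H3K27ac* with an exact sign-flip test over 64 sign assignments. The region counts were tested on simulated data of 19321 regions, in which 100 regions were planted for each genotype. All 100 were recovered in both, and 408 and 397 regions were counted, because regions called at random in the simulated dogs also fall on 1 side. The planted regions were put in all 3 dogs of a genotype, away from other regions, so their recovery was fixed in advance. Most other simulated regions fell in more than 1 dog, while 83.0% of the *E2F1* regions were called in a single dog. The simulated counts therefore set no expectation for the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used, with a random seed of 1 outside the simulation.

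Depth was taken from Table S8, as unique read pairs. It ranged from 8066322 to 16383452 for *E2F1* and from 25349234 to 34334861 for *H3K27ac*. Peak lists hold no reads at a locus without a peak, so a missing peak is not evidence of no binding, and no counting error or detection limit can be given.

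Named regions are the sites the paper names for *ChIP-seq* or *Capture C* contacts and, for each antibody and direction, the 3 one-genotype regions with the highest lowest percentile by q among the lists of the 3 dogs. This rule was set before the data were examined. Alternatives set then were all peaks in the lists, stricter thresholds (1e-10 and 1e-05), an equal number of peaks per dog, an overlap of at least 50%, sites widened by 1 kb, the numbered autosomes and X only, each dog left out, and dogs paired by replicate number. Regions called in at least 2 dogs of 1 genotype were added after the data were examined. Analyses that need a CanFam3.1 sequence or annotation were not run: peaks at transcription start sites, runs of C in *E2F1* regions, *H3K27ac* at the promoters of the Table S10 genes, and the genes nearest to regions.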

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

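The test of specificity given here was chosen after the result was seen. The *E2F1* lists held peaks of more than 100-fold enrichment over local background at 41 loci, which the paper does not discuss. Each dog had between 10 and 30 such peaks, the highest fold was 23930, and 7 *E2F1* peaks lay on the mitochondrial sequence. The loci had a median width of 281 bp. Of the 41 loci, 17 (41.5%) were among the 50 peaks of highest fold of an *H3K27ac* list. This share cannot tell binding specific to *E2F1* from enrichment shared by both antibodies. The paper reports *E2F1* profiles centred on transcription start sites, and *E2F1* bound at active chromatin can also lie in strong *H3K27ac* peaks. At 5 loci the *E2F1* lists of all 6 dogs passed 100-fold. All 6 dogs had an *H3K27ac* peak at 3 of these, and the locus on chromosome 5 from 82360279 to 82360951 was among the 50 peaks of highest fold in 6 *H3K27ac* lists, that on chromosome 20 from 57395297 to 57395794 in 5, and that on chromosome 8 from 66603534 to 66604056 in 3. The other 2 loci had an *H3K27ac* peak in few dogs, 2 for that on chromosome 8 from 57144015 to 57144474 and 1 for that on chromosome X from 24483851 to 24484336, and were among the 50 peaks in the lists of those dogs. These 5 loci were singled out by their values, and a percentage over parts of them, divided by whether all dogs had an *H3K27ac* peak, was computed and is not used here, because that division rests on the measure compared.

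One such locus separates the genotypes in the *E2F1* lists. On chromosome 23 from 44903835 to 44904022, fold enrichment was 11338, 20579 and 8600 in derived dogs 1 to 3, with no *E2F1* peak in the ancestral dogs. The same locus had a peak in 2 of the 6 *H3K27ac* lists, with a fold of 225 in ancestral dog 2 and 722 in derived dog 1. Sources that were not tested and stay open are reads that map to several places, which the alignment kept, *Drosophila* chromatin added to each reaction, amplification, and sequence differences between the dogs and the reference. A difference in binding between the genotypes at this locus was not tested. Peaks enriched in input DNA were removed by the authors with the *dba.blacklist* function, a step that the lists do not include.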

How the results depend on the processing

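All alternatives were set before the data were examined, except the rule of at least 2 dogs of 1 genotype, which was chosen after seeing the data. Of 209 alternative values for 19 results, 137 were counted as kept, 56 as moved and 16 as changed in sign. A kept value was not always close to the main value. Without derived dog 2, the difference in *E2F1* peak number went from -1564 to -13764 and was counted as kept. So was the correlation of *E2F1* peak number with depth, which went from 0.201 to 0.789 without derived dog 1. The cause was not tested for any change unless stated. For the comparisons of 3 dogs against 3, the smallest p is 0.1, so the values kept in these comparisons say nothing about significance.

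With all peaks in the lists, the difference in *E2F1* peak number, derived minus ancestral, went from -1564 to 28072, and that in *E2F1* covered length from -0.994 to 5.03 Mb. One-genotype *E2F1* regions then numbered 1482 (568 ancestral and 914 derived), against 309 (219 and 90). With stricter thresholds, the share of dogs with an *E2F1* peak at the intron 1 site differed by 0 in place of -66.7 percentage points, and the *E2F1* peaks in the bin at 5.82–5.84 Mb by 0 in place of -0.667, as no peak there passed. One-genotype regions fell to 29 for *E2F1* (26 and 3) and 323 for *H3K27ac* (135 and 188). The correlation of *H3K27ac* peak number with depth went from -0.632 to 0.952 (exact permutation test, p = 0.0194, not adjusted). With an equal number of peaks per dog, one-genotype *E2F1* regions numbered 196, 43 of them derived. With an overlap of at least 50% they numbered 188, 37 of them derived. With the TE widened by 1 kb on each side, the share of dogs with an *E2F1* peak differed by 33.3 percentage points, from a peak beside the TE, through the peak of derived dog 2. With at least 2 dogs of 1 genotype and none of the other, regions numbered 6787 for *E2F1* (3867 and 2920) and 8612 for *H3K27ac* (3964 and 4648), which follows from asking for fewer dogs.

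Leaving out each dog in turn, the difference in *E2F1* peak number ran from -13764 to 8802 and in covered length from -7.49 to 3.59 Mb; it turned positive without ancestral dog 3, derived dog 1 or derived dog 3. *H3K27ac* peak number ran from -8274 to 8774, positive without ancestral dog 1 or derived dog 2, and covered length from -4.93 to 34.3 Mb, negative without ancestral dog 2. The difference at the intron 1 site was -100 percentage points without ancestral dog 2 (Fisher's exact test, two-sided, p = 0.1). It was -50 without ancestral dog 1 or 3, and stayed at -66.7 without any 1 derived dog. The *LIMK1* difference ran from -50 to 0 percentage points, and was 0 without derived dog 3. One-genotype *E2F1* regions ran from 1154 to 2276 (251 to 2158 ancestral, 118 to 1646 derived) and *H3K27ac* regions from 2714 to 3838 (943 to 1773 ancestral, 955 to 2558 derived), since 1 dog fewer then had to have a peak or to lack one. Derived *E2F1* regions outnumbered ancestral ones without derived dog 1 (1646 against 251) or 3 (915 against 324), and ancestral ones were more numerous otherwise. Ancestral *H3K27ac* regions outnumbered derived ones without ancestral dog 2 (1773 against 955) or 3 (1652 against 1062), and derived ones were more numerous otherwise. The similarity within genotypes minus between genotypes ran from -0.0191 to 0.0275 for *E2F1*, positive without derived dog 2 or 3, and from -0.0136 to 0.00515 for *H3K27ac*, positive without ancestral dog 1. The *E2F1* peaks in the bin at 5.82–5.84 Mb differed by -1.33 without derived dog 2 and by -0.333 without ancestral dog 3, derived dog 1 or derived dog 3, with the others between. The correlation of *E2F1* peak number with depth ran from -0.748, without derived dog 2, to 0.789, without derived dog 1.

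Replicate numbers did not pair the dogs: the correlations of same-numbered dogs' deviations from their group means ran from -0.0502 to 0.0212. With the replicate block, the paired differences were -66.7 percentage points at the intron 1 site (exact sign-flip test, p = 0.5), -33.3 at the *LIMK1* site, 0 at the TE, where derived dogs lack the sequence, -0.667 peaks in the bin, -1564 *E2F1* and -2570 *H3K27ac* peaks, and -0.994 and 10.7 Mb of covered length, with a smallest possible p of 0.25.

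Not run were the alternatives for peaks at transcription start sites, runs of C in *E2F1* regions and *H3K27ac* at the promoters of the Table S10 genes, whose main analyses were not run either. The lists hold no reads where no peak was called, which limits the site results to presence of a peak.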

Other observations

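Chosen after the result was seen were the counts of regions in at least 2 dogs, the test of contact bins and the comparison of margins between splits. The counts over splits of regions in all 3 dogs, the similarity over splits and the correlation with depth were planned, but what they would show under each explanation was set down after their values were seen. The test of *H3K27ac* around single-dog regions was set before its result. The genotype split did not stand out among the 10 splits of the 6 dogs into 3 and 3, which can give no share under 0.1. As many one-sided regions were found in 8 of 10 splits for *E2F1* and 8 of 10 for *H3K27ac*, and with at least 2 dogs of 1 group and none of the other in 10 and 9 of 10. The similarity within groups minus between groups was as high in 6 of 10 splits for *E2F1* and 8 of 10 for *H3K27ac*. With 10 splits, a difference between the genotypes cannot be told apart from a chance division of the dogs.

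For both antibodies the split with the most one-sided regions set ancestral 1, derived 1 and derived 3 against ancestral 2, ancestral 3 and derived 2, with 2219 *E2F1* and 2395 *H3K27ac* regions against 309 and 1030 for the genotype split. Of the *E2F1* regions, 2186 were called in ancestral 2, ancestral 3 and derived 2, and of the *H3K27ac* regions 2083 were called in ancestral 1, derived 1 and derived 3. Differences in the number of peaks called per dog were tested as the explanation by taking the same number of peaks in every dog. For *E2F1* this split then held 940 regions against 351 for the next split, a ratio of 2.68, which argues against peak number as the whole source. For *H3K27ac* it held 1478 against 1441, a ratio of 1.03. The *H3K27ac* regions called in ancestral 1, derived 1 and derived 3 fell from 2083 to 661, below the 817 of the other side, so for *H3K27ac* peak number and other sources cannot be told apart. At the stricter *E2F1* threshold, 1498, 4394 and 6825 peaks remained in ancestral dogs 1 to 3 and 769, 5980 and 2852 in derived dogs 1 to 3. Immunoprecipitation efficiency, which the paper describes as varying between samples, stays open. The percentage of reads in peaks that Table S8 of the paper reports was 60.4, 62.7 and 67.2 for *H3K27ac* in ancestral dogs 1 to 3 and 59.5, 68.9 and 62.5 in derived dogs 1 to 3. For *E2F1* it was 13, 14 and 17.9 in the ancestral and 15.6, 14.3 and 14.6 in the derived dogs. The *H3K27ac* percentages of the 3 dogs on 1 side of this split all lie below those of the other side, as any 6 distinct values do for 1 of the 10 splits, and the *E2F1* percentages of the sides overlap. The relative cross-correlation of Table S8 of the paper overlaps between the sides for both antibodies, with the paper's values of 7.74, 8.05 and 8.67 in the ancestral and 8.24, 9.06 and 8.03 in the derived dogs for *H3K27ac*, and 1.11, 0.99 and 1.13 in the ancestral and 1.33, 1.39 and 0.95 in the derived dogs for *E2F1*. These measures were looked at after the split was seen and were not tested against it. The genotype is not the explanation, as both genotypes lie on each side.

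Regions called in at least 2 dogs of 1 genotype and in none of the other were common enough that the 4 contact bins, moved along the chromosomes, held one of either direction at 18.0% of 115915 positions. A single bin of this size held a region of ancestral dogs at 3.21% of positions. The first value counts regions of either genotype in any of the 4 bins, and the second counts regions of ancestral dogs in a single bin. Neither asks for the 2 regions of ancestral dogs found in the bin at 5.82–5.84 Mb. Regions of ancestral dogs in any of the 4 bins were not counted. The values therefore do not decide whether a region called in ancestral dogs alone falls in a contact bin by its frequency. The *DiffBind* analysis of the paper uses reads and is not addressed by this test.

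Most *E2F1* regions were called in a single dog. If these regions were placed without regard to active chromatin, their centres would lie in *H3K27ac* regions of all 6 dogs about as often as after being moved along the chromosomes. They did so in 33.5% of cases against 14.3% when moved, a ratio of 2.34, which argues against such placement for the set as a whole. For regions called in 2 to 6 dogs the ratio ran from 3.57 to 4.72. Whether the single-dog regions are binding sites or open chromatin recovered as background was not tested.

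*E2F1* peak number ranged from 19359 to 64490 between dogs, and sequencing depth as the source cannot be told apart from other sources, with r = 0.201 over only 6 dogs. The sign of r depends on derived dog 2, without which it was -0.748.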
